# A high-density transcript linkage map with 1,845 expressed genes positioned by microarray-based Single Feature Polymorphisms (SFP) in *Eucalyptus*

**DOI:** 10.1186/1471-2164-12-189

**Published:** 2011-04-14

**Authors:** Leandro G Neves, Eva MC Mamani, Acelino C Alfenas, Matias Kirst, Dario Grattapaglia

## Abstract

**Background:**

Technological advances are progressively increasing the application of genomics to a wider array of economically and ecologically important species. High-density maps enriched for transcribed genes facilitate the discovery of connections between genes and phenotypes. We report the construction of a high-density linkage map of expressed genes for the heterozygous genome of *Eucalyptus *using Single Feature Polymorphism (SFP) markers.

**Results:**

SFP discovery and mapping was achieved using pseudo-testcross screening and selective mapping to simultaneously optimize linkage mapping and microarray costs. SFP genotyping was carried out by hybridizing complementary RNA prepared from 4.5 year-old trees xylem to an SFP array containing 103,000 25-mer oligonucleotide probes representing 20,726 unigenes derived from a modest size expressed sequence tags collection. An SFP-mapping microarray with 43,777 selected candidate SFP probes representing 15,698 genes was subsequently designed and used to genotype SFPs in a larger subset of the segregating population drawn by selective mapping. A total of 1,845 genes were mapped, with 884 of them ordered with high likelihood support on a framework map anchored to 180 microsatellites with average density of 1.2 cM. Using more probes per unigene increased by two-fold the likelihood of detecting segregating SFPs eventually resulting in more genes mapped. *In silico *validation showed that 87% of the SFPs map to the expected location on the 4.5X draft sequence of the *Eucalyptus grandis *genome.

**Conclusions:**

The *Eucalyptus *1,845 gene map is the most highly enriched map for transcriptional information for any forest tree species to date. It represents a major improvement on the number of genes previously positioned on *Eucalyptus *maps and provides an initial glimpse at the gene space for this global tree genome. A general protocol is proposed to build high-density transcript linkage maps in less characterized plant species by SFP genotyping with a concurrent objective of reducing microarray costs. HIgh-density gene-rich maps represent a powerful resource to assist gene discovery endeavors when used in combination with QTL and association mapping and should be especially valuable to assist the assembly of reference genome sequences soon to come for several plant and animal species.

## Background

High-density linkage maps based on transcribed genes are valuable resources to characterize genome structure, gene space distribution and synteny in species for which reference genome sequences are not yet available. Dense gene maps can also support genome sequence assembly [1,2] and the identification of genes underlying loci that control complex phenotypic traits [3]. Most methods used to date for linkage mapping genes in plants such as RFLP, single-strand conformation polymorphism (SSCP), cleaved amplified polymorphic sequence (CAPS) and denaturing gradient gel electrophoresis have very limited throughput [4-6]. High-throughput genotyping of single-nucleotide polymorphism (SNP) derived from genic sequences have allowed large-scale gene mapping. However such efforts require relatively high up-front SNP development, screening and validation costs, which have restricted this technology to the major crop plants [7-9] and a few forest trees [10,11]. Furthermore, current SNP assay methods based on allele-specific primer extension can be of variable robustness in highly heterozygous genomes such as those of forest trees with high nucleotide diversity, frequently above 1% [12].

DNA microarrays have been used to reliably detect genetic differences among individuals [13] as shown initially in the simple genome of yeast [14] and later in *Arabidopsis *by Borevitz *et al. *[15], who termed these genetic variants Single Feature Polymorphisms (SFP). The principle of SFP genotyping is based on the disruption of the hybridization of labeled DNA sequences that are genetically variable relative to a reference sequence used for design of probes on a microarray. Segregating sequence differences among individuals in a mapping population can be detected based on the variation of the hybridization signal [14]. SFPs have been detected by hybridizing total genomic DNA to microarrays in yeast [14], *Arabidopsis *[15,16], and rice [17]. Ronald *et al. *[18], Rostoks *et al. *[19] and Cui *et al. *[20] expanded the scope of the method by hybridizing RNA-derived cDNA or cRNA to expression microarrays in yeast and barley, with the anticipation that polymorphisms in protein-coding DNA sequences that are transcribed into messenger RNA would also weakly hybridize to microarray probes. While this approach reduces the complexity of the pool of sequences hybridized to the microarray, differences in signal intensity that arise as a consequence of sequence variation among genotypes can be confounded with differences in transcript abundance.

SFP mapping involves the detection of probes revealing putative SFP whose behavior as Mendelian markers is then evaluated in segregating populations. SFP have been largely developed for inbred, highly homozygous species. In these studies, a putative SFP is identified based on signal differences between two parental lines. Candidate SFPs are then tested for a bimodal distribution in hybridization signal detected in a segregating population of recombinant inbred lines or backcross progeny, and individuals are assigned to the expected genotypes defined using the signal intensity of the parents as references [21-23]. Using this strategy in *Arabidopsis*, Singer *et al. *[16] built a genetic map with 676 genes by SFPs detection using DNA hybridization while West et al. [21] used complementary RNA (cRNA) hybridization to map 968 genes based on SFP. In the more complex genome of barley, Luo *et al. *[22] reported mapping 1,504 and 1,523 SFPs using cRNA from leaf and embryo from 30 segregating doubled-haploid lines. In the only study to date that attempted to genotype microarray markers in an outcrossing species, Drost *et al. *[24] mapped 324 SFPs segregating 1:1 in a *Populus *pseudo-backcross progeny involving 154 individuals.

In this study we report the detection and linkage mapping of SFPs in a reference pedigree of *Eucalyptus grandis *× *E. urophylla*, two highly heterozygous tree species. Detection of robust SFPs was improved by an initial SFP-discovery step based on the pseudo-testcross strategy followed by using a selective mapping approach to simultaneously optimize linkage mapping and microarray costs. A total of 1,845 genes were successfully mapped, 884 of them positioned with high likelihood support on a framework genetic map. The experimental approach employed is cost efficient and should be readily applicable to large scale mapping of genes in highly heterozygous genomes of several plant species providing a useful resource for downstream applications such as gene discovery, association genetics and assembly of reference genome sequences..

## Results

### Screening for candidate SFPs

SFP screening, selection, genotyping and mapping involved a sequence of analytical steps summarized in a flowchart for easy visualization (Figure 1). The SFP-discovery microarray included 103,000 unique probes representing 20,726 unigenes. Analysis of the screening data resulted in a set of 51,661 probes (50% of the total) representing 16,163 genes (78% of the total) detecting expressed transcripts in at least four progeny individuals of the discovery set of 28 individuals. The number of probes detecting transcripts varied considerably across genes (Figure 2) and only for 3,622 genes of the 20,726 assayed (17.5%) all the probes in the probe-set had signal consistently above the negative control threshold in all 28 individuals. Note that in a perfect scenario an expressed transcript would hybridize to all the probes of its corresponding probe set. This indicates that detectable sequence polymorphisms between the short oligonucleotide probes and the hybridized transcripts are the rule rather than the exception.

**Figure 1:**
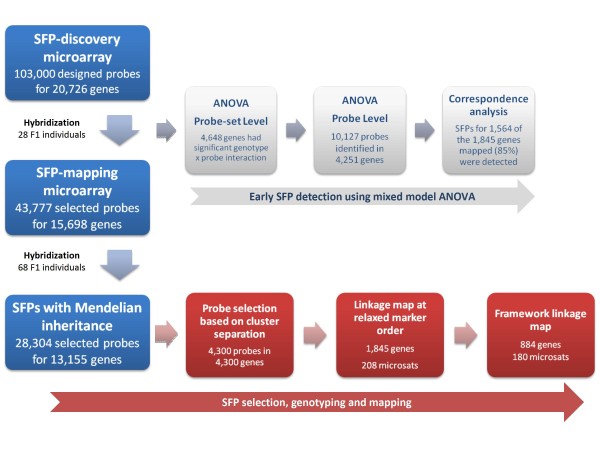
**Flowchart summarizing the steps and outputs of SFP detection and mapping**. The standard procedure involved: (1) probe selection from the SFP-discovery microarray to populate the SFP-mapping microarray and select SFPs with Mendelian inheritance (blue boxes); and (2) downstream data analyses for linkage map construction (red boxes). The mixed-model ANOVA of the SFP-discovery data for an alternative early SFP selection (grey boxes), shows that this approach, had it been taken early on, would have allowed the detection of SFPs sufficient to map 85% of the genes mapped by the standard approach (see text for details).

**Figure 2:**
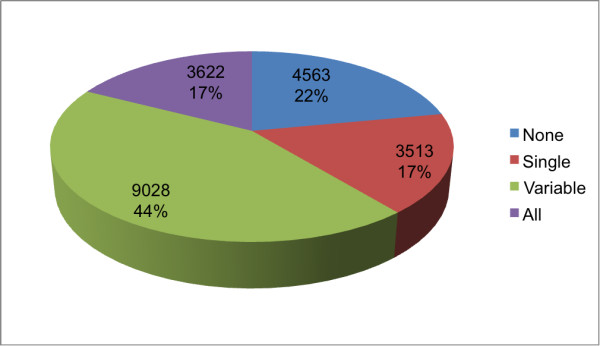
**Distribution of the number of genes for which the probe-sets detected expressed transcripts**. For each gene a probe-set with a variable number of probes (5 or 10) was designed. The number of probes within the probe-set with signal above background was counted and four categories are shown: (None) - when none of the probes displayed signal above background; (Single) - when a single probe in the probe set showed signal above background; (Variable) when more than one but less than the total number of probes in the probe set had signal above background; and (All) when all probes had signal above background.

Following the SFP-discovery step, probes with the lowest mean and standard deviation (measured across the discovery set of individuals) in the signal intensity were removed. Low signal and limited variation in signal intensity in the discovery set was taken as an indication that these probes were less likely to reveal robust SFPs. A new microarray with 43,777 selected probes was designed representing 15,698 genes, with a variable number of probes per probe-set (mean = 2.80 ± 1.41). This new microarray containing selected probes was used to genotype an additional set of 68 individuals drawn from the mapping population using a Selective Mapping approach. This procedure identified the most informative individuals in terms of complementary recombination breakpoints from each parent, optimizing the linkage information to be extracted from these individuals and thus reducing the costs of the SFP genotyping step for map construction.

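The deposited arrays carry the probes of this design. On the SFP-mapping array, 43,777 probes of 25 bases and 26 negative control probes were found, with 2.79 ± 1.39 probes per unigene (SD, n = 15,698 unigenes). A single probe represented 4,049 unigenes, 1,472 unigenes had 5 or more probes and the largest probe-set held 10. Consensus contigs of ESTs from different species supplied 22,598 probes. Singletons of E. grandis supplied 10,073 probes, E. globulus 3,620, mixed species 3,282, E. pellita 2,133 and E. urophylla 2,071.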

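Xylem complementary RNA of 68 F1 trees was available as 136 samples on 68 arrays, each array read in a Cy5 and a Cy3 channel. The labels give 2 technical repetitions per tree, with every first repetition in Cy5 and every second in Cy3. Individual 51 had a single hybridization and individual 36 had a repetition labelled 3, although the paper states 2 hybridizations per genotype. Of the arrays, 64 had the mapping format and 4 the large format with 103,000 probes, and on the latter (8 samples, 5 trees) only the 43,777 mapping probes were used to call SFPs. The arrays lay on 18 slides scanned on 4 dates; 49 trees had all samples on 1 slide and 63 had all samples on 1 scan date. The authors deposited the scans as extracted by Agilent Feature Extraction 10.1.1.1, and the values used here are the raw median spot intensities of the sample's own dye, with no normalization in the files. Spots marked as outliers (0.103%) were left out, and saturated spots (0.00573%) were kept. A median of 51.1% of the probes per Cy5 sample (range 19.6 to 68.6) and 46.9% per Cy3 sample (range 24.4 to 69.1) were marked as well above background. Intensities were log2-transformed, quantile-normalized over the 136 samples and averaged per tree. The tree mean exceeded the 90th percentile of the negative controls in at least 10% of trees for 11,467 probes, which represent 5,990 unigenes. Every one of 135 samples with a partner of the same tree correlated best with its own tree, and the median r within a tree was 0.93 across SFP probes, which are not independent replicates. The SFP probes were chosen on tree means of the same samples, which favours such a match. The number of arrays limits the precision, and the 28 trees of the discovery set are not in these files.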

### SFP genotyping in the mapping population

The averaged, log_2 _transformed, quantile-normalized probe signal detected for each individual was analyzed as described by Drost *et al. *[24] to simultaneously identify and genotype SFPs. Briefly, for each probe the signal intensity measured in each individual offspring was assigned to either one of two distinct clusters using the *k*-means clustering algorithm. Using a chi-square test (α ≤ 0.05), probes showing a 1:1 pseudo-testcross segregation, as well as probes segregating as dominant (3:1) markers were selected. 

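The trees fell into clusters at Mendelian ratios for genes of diverse function. For CL512Contig1, described as phospholipase D alpha, an enzyme that releases phosphatidic acid from membrane lipids, 38 trees were in the cluster with high signal and 30 in the cluster with low signal (chi-square p = 0.33 against 1:1). For CL1242Contig1, an alpha-tubulin, the numbers were 31 and 37 (chi-square p = 0.47). For CL1868Contig1, the alpha subunit of a prolyl 4-hydroxylase, 53 trees were high and 15 low (chi-square p = 0.58 against 3:1), and CL399Contig1, a polygalacturonase of glycoside hydrolase family 28, had 57 high and 11 low trees (p = 0.093). These descriptions are best hits in other species, taken from Additional files 1 and 2. Of all probes, 23,134 passed the chi-square test for 1:1 and 13,382 for 3:1, together 36,516 probes (83.4%) of 14,512 unigenes. A 1:1 probe was found for 11,281 unigenes and a 3:1 probe for 8,878. Between trees, the signal of 38,425 of 43,668 probes tested differed by more than the technical spread (limma moderated F test, adjusted p under 0.05 by Benjamini-Hochberg; 38,643 at an unadjusted p under 0.05), and of 30,565 with slide means removed. The spread in this test is that of technical repetitions, so differences between trees in handling or stage count as tree effects. The median gap between cluster means was 0.29 on the log2 scale over the probes that passed the chi-square test. Normal noise with a single mode passed the same chi-square test for 40,129 of 43,777 simulated probes.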

A total of 28,304 probes out of the 43,777 tested followed a Mendelian segregation ratio, with 12,148 segregating 1:1 and 16,156 segregating 3:1 (Table 1), representing a total of 13,155 genes. The degree of separation between the two clusters for a probe was measured by calculating the probability of individuals assigned to one cluster being a member of the other cluster through a modified normal deviate *z_i _*(see Methods). Individuals with *z_i _*equal to or less than 1.96 (*p *≥ 0.05) are likely to overlap with the other cluster and were assigned as missing data to avoid genotype miscalls. When displaying more than 10% missing data, the probe was discarded from further analysis. After this stringent selection step, 5,649 probes representing 4,300 unigenes survived with a slightly larger number of probes segregating in a 3:1 than a 1:1 ratio (3,063 versus 2,586, respectively) (Table 1). 

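The clearest SFPs separated the trees by far more than the spread within clusters. CL594Contig1, described as a Ran binding protein, a partner of the GTPase of nuclear transport, had a log2 signal of 10.86 ± 0.26 (SD, n = 39 trees) in the high cluster and 7.25 ± 0.42 (SD, n = 29) in the low cluster. Phospholipase D alpha (CL512Contig1) reached 10.35 ± 0.44 in the high trees and 6.74 ± 0.40 in the low trees. Alpha-tubulin (CL1242Contig1), a subunit of microtubules, differed by 3.56 on the log2 scale (9.91 ± 0.31 and 6.35 ± 0.11), and 9 of 74 hybridizations of its low trees were well above background, so that the low mean lies near the background and the true gap is uncertain. CL3306Contig1, a vacuolar sorting protein 4b, had 9.15 ± 0.30 (SD, n = 35) in the high and 6.32 ± 0.10 (SD, n = 33) in the low trees, where 6 of 67 hybridizations were well above background and the same holds. CL2617Contig1, a vacuolar protein sorting-associated protein, was at least 4.8-fold higher in 32 trees than in the other 36, where none of 73 hybridizations was well above background.

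Among SFPs segregating 3:1, phospholipase C (CL338Contig1), which cleaves membrane phosphoinositides, had 10.42 ± 0.63 (SD, n = 45) in the larger cluster and 6.59 ± 0.17 (SD, n = 23) in the smaller. Prolyl 4-hydroxylase alpha (CL1868Contig1) differed by 3.49 (10.36 ± 0.48 and 6.86 ± 0.13). A kinetochore protein (PE-XY-001&&MG-061&&B07) had 9.91 ± 0.50 (SD, n = 53) and 6.43 ± 0.17 (SD, n = 15), and CL6638Contig1, a UDP-dependent glycosyltransferase, 9.22 ± 0.58 (SD, n = 50) and 6.51 ± 0.26 (SD, n = 18). Of the 10 described 1:1 SFPs with the largest gaps, among 49 with no missing call and identical calls in both repetitions, 8 had gaps of 2.32 to 3.61. In the others, CL181Contig1 and CL2617Contig1, no hybridization of the low trees was well above background, and they were at least 5.8-fold and 4.8-fold higher in the high trees. The corresponding 10 of 28 3:1 SFPs had gaps of 2.55 to 3.82.

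After missing calls at a normal deviate of 1.96 or less and the limit of 10% missing data, 5,265 probes (12.0%) of 3,921 unigenes were kept as SFPs. Of these, 3,029 segregated 1:1 and 2,236 segregated 3:1. Their median gap was 0.58 on the log2 scale. Normal noise with a single mode, put through the same steps, gave 2,164 probes at 1:1 and 661 at 3:1. A stricter normal deviate (that of a two-sided p of 0.01 in place of 0.05) gave 754 and 547 SFP probes, leaving out dim probes 1,341 and 874, and removing slide means 1,970 and 1,170. At 3:1, the processed signal gave 3,966 SFP probes and a normal mixture in place of k-means 6,080.

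**Figure D1:**
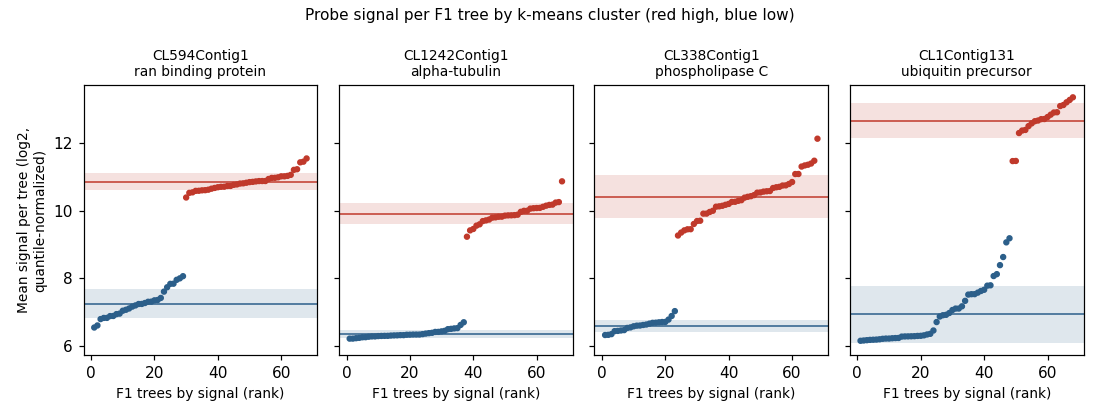
Normalized log2 signal of the SFP probe of 4 genes in each of the 68 F1 trees, ordered by signal, with trees of the high cluster in red and of the low cluster in blue; lines are cluster means and bands 1 SD. The high cluster holds 39 trees in CL594Contig1, 31 in CL1242Contig1 and 45 in CL338Contig1, and 20 in CL1Contig131, a ubiquitin precursor.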

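Several probes of a probe-set could segregate in the same gene. CL594Contig1 (Ran binding protein) had 3 SFP probes among its 4 probes on the array, and CL102Contig1, the 60S acidic ribosomal protein P3, also had 3 of 4. CL803Contig1, described as a succinyl ligase, had 3 of 5, and CL1242Contig1 (alpha-tubulin) had 2 of 7. Single SFP probes were found for CL512Contig1 (phospholipase D alpha, 4 probes on the array), CL338Contig1 (phospholipase C, 5 probes) and CL399Contig1 (polygalacturonase, 5 probes). In all, 1,024 unigenes had 2 or more SFP probes, and the most for 1 unigene was 7. This number was 187 under the stricter normal deviate and 1,839 with a normal mixture.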

For 255 genes, two or more probes revealed SFPs. In those cases, the probe with fewer miscalls and segregating 3:1 was selected over the alternative(s). In spite of their dominant behavior SFP markers segregating in a 3:1 ratio segregate from both parents, provide alellic bridges between the parental maps and when linked in coupling at small recombination distances have essentially the same information content as 1:1 backcross markers. 

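In 3:1 SFPs of the named genes the larger cluster mostly had the high signal. Cytochrome b5 (CL547Contig1), an electron carrier, had 9.51 ± 0.50 in its larger cluster (SD, n = 48) and 6.64 ± 0.20 in its smaller cluster (SD, n = 20). Polygalacturonase CL399Contig1, which cleaves pectin, had 9.93 ± 0.55 and 7.33 ± 0.21, and CL1Contig141, a Skp1-like protein of ubiquitin ligases, had 8.94 ± 0.42 (SD, n = 49) and 6.36 ± 0.18 (SD, n = 19). Of the 28 described 3:1 SFPs with identical calls in both repetitions, 26 had the high signal in the larger cluster. CL1Contig131, a ubiquitin precursor, went the other way, with 12.67 ± 0.51 in 20 trees and 6.93 ± 0.84 in 48 trees, although 29 of 95 hybridizations of the low trees were well above background. Over all 3:1 SFP probes, the high signal was in the larger cluster for 548 of 2,236 (24.5%, 95% Wilson interval 22.8 to 26.3, p = 2.6e-134 in an exact two-sided binomial test against 50%). These probes share trees and in part unigenes, and many are linked to each other. They are not independent, so the interval and all binomial p-values here overstate the precision. The 452 selected SFPs of this kind had a median gap of 1.27, and 73.9% exceeded the negative controls. The 1,292 with the high signal in the smaller cluster had a median gap of 0.40, and 24.5% exceeded the negative controls. The share with the high signal in the larger cluster was 67.5% under the stricter normal deviate (binomial p = 2.2e-16), and 45.2% without dim probes (binomial p = 0.0050). Among the 454 3:1 SFP probes linked to a listed SFP, a setting chosen after the data were seen, it was 70.9% (binomial p = 2.1e-19).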

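Calls from repetition 1 alone and from repetition 2 alone matched in 88% of trees for the tubulin alpha-5 chain (CL1108Contig1) and in 88% for a xyloglucan endotransglucosylase hydrolase (CL467Contig1), an enzyme of wall loosening. They matched in 91% for caffeic acid O-methyltransferase (CL6844Contig1). These genes were named for their gap within a gene list, with no condition on the match. Of the 3,921 selected SFPs, 1 per unigene, 2,177 segregated 1:1 and 1,744 segregated 3:1, and 1,001 had no missing call. The calls of the repetitions matched in 86.7% ± 2.7 of the SFPs (SD, n = 67 trees), with trees between 78.2% and 91.5%. The match was 87.3% for 1:1 SFPs, 91.5% for 3:1 SFPs with the high signal in the larger cluster and 84.0% for those with the high signal in the smaller cluster. Calls were identical in both repetitions for 247 SFPs. Contigs supplied 2,126 of the selected SFPs, E. grandis 825, E. globulus 333, mixed species 262, E. pellita 197 and E. urophylla 178. The number of unigenes with a selected SFP was 1,070 under the stricter normal deviate, 1,717 without dim probes, 2,358 with at most 5% missing calls, 2,599 with slide means removed, 5,911 with a normal mixture and 6,037 with the processed signal.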

The resulting 4,300 selected SFPs, 1,915 segregating 1:1 and 2,385 segregating 3:1 were used in the subsequent linkage analysis.

**Table 1:** Summary statistics of SFPs selected for linkage mapping using 96 F1 individuals of the *E. urophylla × E. grandis *pedigree

EST collection from which probes were derived*	Total # probes	SFPs selected after χ^2 ^segregation		SFPs selected after z_i _normal deviate		SFPs mapped at low ordering support		SFPs mapped on a framework map	
		1:1	3:1	1:1	3:1	1:1	3:1	1:1	3:1
Contigs	22,598	6,668	8,139	1,407	1,587	570	434	252	271
*E. urophylla*	2,071	567	778	132	134	57	40	20	24
*E. grandis*	10,073	2,445	3,846	496	735	221	134	98	67
*E. globulus*	3,620	1,044	1,361	216	230	93	62	34	29
*E. pellita*	2,133	550	835	144	146	65	36	24	12
Mixed species	3,282	874	1197	191	231	80	53	29	24

Total**	43,777 (15,698)	12,148 (7,764)	16,156 (10,364)	2,586 (2,132)	3,063 (2,583)	1,086	759	457	427

*Unigenes derived from a consensus sequence involving ESTs from different species are indicated as contigs, while singletons are listed by species.

**When several probes were selected per probe set, the number of unique genes represented is shown between parentheses.

### Construction of a gene-rich linkage map for *Eucalyptus*

From the 4,300 SFPs that showed Mendelian segregation, a total of 1,845 SFPs (1,086 segregating 1:1 and 759 segregating 3:1) were successfully grouped at a LOD ≥ 7.0 and could be ordered along the linkage groups together with 208 microsatellites, providing a total map with 2,053 markers with a relaxed marker order support. 

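Named genes had partners whose calls were strongly associated with theirs. Alpha-tubulin (CL1242Contig1) and the glycine-rich RNA-binding protein CL1119Contig1 each had a partner at a LOD of 20.4, and the Ran binding protein (CL594Contig1) at 18.1. The tubulin alpha-5 chain (CL1108Contig1) and cytochrome b5 (CL547Contig1), both segregating 3:1, reached 17.9, and for cytochrome b5 the partner was a serine-type endopeptidase inhibitor at 48.4 cM of linkage group 1. The 60S acidic ribosomal protein P3 (CL102Contig1) had no partner above 5.7. Of the 3,921 selected SFPs, 2,726 (69.5%) had a partner of another unigene at LOD 7 or more, 1,660 segregating 1:1 and 1,066 segregating 3:1. Of the 3:1 SFPs, 379 of those linked had the high signal in the larger cluster, 268 of them linked to a listed SFP, and 687 had it in the smaller cluster, 104 of them linked to a listed SFP. The median strongest LOD of the 2,726 was 11.8, and 23,101 of 7,685,160 pairs reached LOD 7. Of 1,331 such pairs between SFPs listed on linkage groups in Additional file 2, every one joined SFPs of the same linkage group. The authors formed these groups at a LOD above 7 from calls that include the same trees, so this match was largely given in advance. A listed SFP was linked to 1,411 of the selected SFPs, and 909 of these are not in the copy of the table held here, which lacks 107 of its 1,046 lines. LOD scores are for independence between pairs of SFPs, since the microsatellite genotypes are not in the files. Such a score counts any association of calls over the trees. Transcript levels that vary together would give it as well as genetic linkage, and these were not told apart. With slide means removed 1,524 selected SFPs were linked, without dim probes 1,381, under the stricter normal deviate 997 and with at most 5% missing calls 1,805.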

Details of this full map with all the ordered linkage information of the 1,845 SFPs and 208 microsatellites including map position, original unigene sequence from which the probe was designed, sequence of the probe revealing the SFP, best hit against GenBank non-redundant database and annotation description generated using Blast2GO are presented in a table format (Additional file 1). 

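Genes of wood formation were among the annotated SFPs. All listed unigenes had been mapped by an SFP in the paper, so the counts below show only which were selected again here. Of 3 listed unigenes of monolignol and lignin synthesis, 2 had a selected SFP. The diphenol oxidase CL6151Contig1, an enzyme class that includes laccases, segregated 3:1 with 9.90 ± 0.76 (SD, n = 46) and 6.78 ± 0.45 (SD, n = 22) on the log2 scale, and lies at 28.8 cM of linkage group 1. Caffeic acid O-methyltransferase (CL6844Contig1), which methylates lignin precursors, segregated 1:1 with a gap of 0.43 (6.69 ± 0.15, n = 31, and 6.25 ± 0.10, n = 37, SD) at 44.6 cM of linkage group 1, with 2 of 74 hybridizations of the low trees well above background. Of 5 unigenes of cellulose and hemicellulose synthesis, 4 had an SFP, among them a secondary cell wall-related glycosyltransferase (CL563Contig1, gap 1.83, linkage group 8) and a beta-xylosyltransferase (GR-TS-002&&CN-005&&D12, at least 1.4-fold, linkage group 6). The xylan endohydrolase in this list (CL1929Contig1, gap 2.10) breaks xylan down. All 3 wall remodelling genes had an SFP. For the xyloglucan endotransglucosylase hydrolase CL467Contig1, 0 of 62 hybridizations of the low trees and 31 of 74 of the high trees were well above background. An alpha-L-arabinofuranosidase (CL1409Contig1), which trims arabinose side chains, had 8.58 ± 0.68 (SD, n = 50) and 6.22 ± 0.26 (SD, n = 18). Of hybridizations of low trees, 2 of 36 were well above background for this gene and 3 of 45 for the xylan endohydrolase, so these low means lie near the background and the true gaps are uncertain, as for caffeic acid O-methyltransferase. Of 12 unigenes of cytoskeleton and motors, 10 had an SFP. The tubulin alpha-5 chain (CL1108Contig1) had 12.21 ± 0.78 (SD, n = 48) and 8.31 ± 0.44 (SD, n = 20), with all 40 hybridizations of the low trees well above background, and lies on linkage group 2.

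Regulators were also mapped. Of 15 listed transcription factors, all mapped by an SFP in the paper, 9 had an SFP selected again here, with gaps of 0.25 to 1.14. A shoot meristemless-like protein (PE-XY-003&&CN-024&&H06), of the homeobox family that maintains meristems, had 7.98 ± 0.39 (SD, n = 37) and 6.84 ± 0.21 (SD, n = 31), and the scarecrow-like transcription factor 11 (CL3959Contig1) 11.87 ± 0.31 (SD, n = 36) and 10.76 ± 0.34 (SD, n = 32), both on linkage group 4. Of 8 unigenes of hormone signalling, 4 had an SFP, with the largest gap in a dormancy/auxin associated protein (CL1082Contig1, 10.09 ± 0.62, n = 45, and 7.62 ± 0.69, n = 23, SD). Of the 1,201 unigenes in the copies of Additional files 1 and 2 held here, 530 had a description and 969 had a selected SFP. The copies lack part of both tables and no annotation of the other unigenes is at hand, so these lists were described without a test. For CL563Contig1, GR-TS-002&&CN-005&&D12 and PE-XY-003&&CN-024&&H06 the linkage group is that of another probe of the unigene.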

To provide a gene map with high likelihood support for gene order, a framework map was built using the Round 2 function of Joinmap that removes markers that contribute to unstable order. In the framework map 884 SFPs were mapped together with 180 microsatellites thus resulting in a robust genetic linkage map with 1,064 makers (Figure 3; Additional file 2). 

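Neighbours on the framework map had matching calls in the 68 trees. The Ran binding protein (CL594Contig1, 59.8 cM of linkage group 10) had its strongest listed partner at 58.1 cM of that group (LOD 18.0). Phospholipase D alpha (CL512Contig1, 109 cM of linkage group 6) had it at 112 cM (LOD 16.4), and the Skp1-like protein CL1Contig141 (22.7 cM of linkage group 9) at a member of the nol1/nop2/sun family at 21.7 cM (LOD 17.4). The xanthine/uracil permease CL1354Contig1 and a serine protease lay at 19.1 and 18.5 cM of linkage group 6 (LOD 18.4). Calls of the 772 SFPs in the copy of Additional file 2, which covers linkage groups 1 to 10 and the start of 11, were made by k-means without the segregation filter. For 769 of them (99.6%) the strongest partner lay on the same linkage group, against a mean of 10.6% and a highest share of 15.9% after 10,000 shuffles of the linkage groups (permutation p = 1e-04, the smallest the shuffles can give). The median strongest LOD was 12.2, and the partner was a median of 3.07 cM away, within 5 cM for 64.9% and within 10 cM for 86.0%. Within single scan dates the share on the same group was 87.8% in 23 trees of scan 1, 91.7% in 23 trees of scan 2, 44.8% in 10 trees of scan 3 and 17.6% in 7 trees of scan 4. The authors' map rests on these trees and 28 others, so map and calls are not independent.

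**Figure D2:**
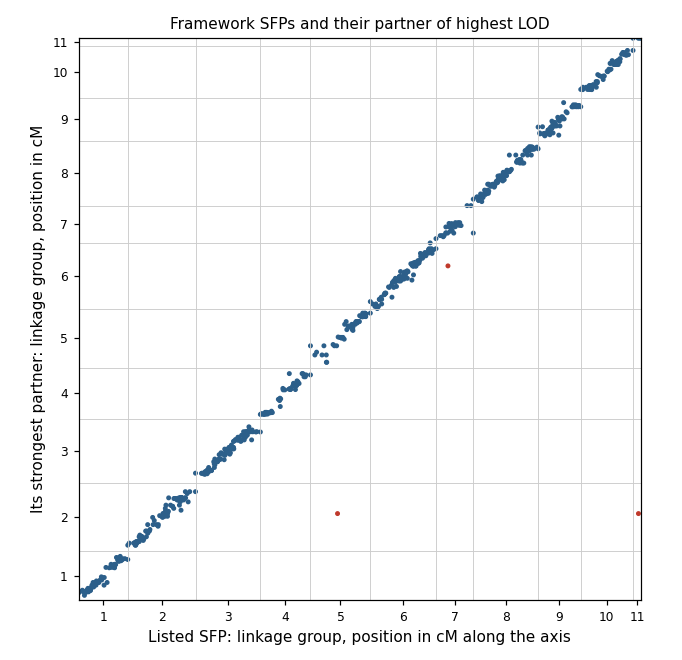
Position (cM) of each listed framework SFP against the position of its strongest partner, by linkage group laid end to end. Of the 772 points, 769 lie within the square of their own group and 3 (red) lie outside.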

Comparative statistics of the full and framework maps is presented (Table 2).

**Figure 3:**
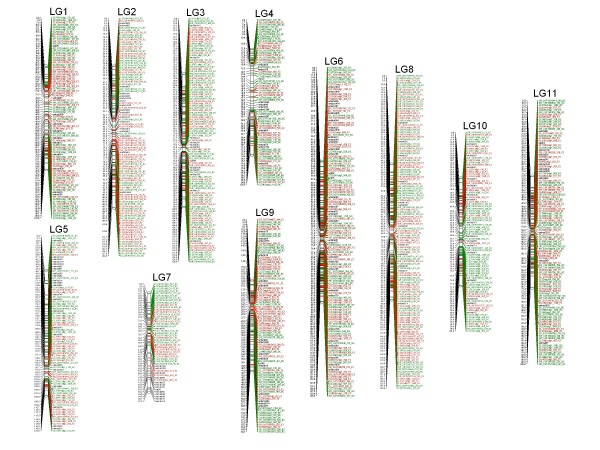
**SFP/microsatellite genetic linkage map of the *E. urophylla *× *E. grandis *pedigree**. EMBRA microsatellites are represented in black, SFPs segregating 3:1 end with the code "F2" while SFPs segregating 1:1 end with code "BC" and are depicted in red and green, respectively. Linkage groups (LG) are numbered following the standardized nomenclature for *Eucalyptus *proposed by Brondani et al. [25].

**Table 2:** Descriptive statistics for the 11 linkage groups of the *Eucalyptus *SFP/microsatellite map.

	Full map					Framework map						
Linkage Group	Microsatellites	SFPs		Total # markers	Length (cM)	Microsatellites	SFPs		Total # markers	Length (cM)	Inter-marker distance (cM)	
		All	3:1/1:1				All	3:1/1:1			Mean	SD
1	16	182	66/116	198	100	11	75	37/38	86	102	1.20	1.25
2	26	203	87/116	229	168	17	85	35/50	102	140	1.38	1.55
3	15	154	57/97	169	140	12	95	56/39	107	134	1.26	1.63
4	13	109	42/67	122	107	12	59	38/21	71	103	1.48	1.59
5	23	175	82/93	198	105	23	61	33/28	84	124	1.49	1.76
6	38	233	91/142	271	138	34	104	44/60	138	136	0.99	0.97
7	14	127	66/61	141	93	14	37	22/15	51	98	1.96	1.89
8	13	212	99/113	225	149	12	122	57/65	134	134	1.01	1.16
9	16	143	64/79	159	95	16	75	36/39	91	88	0.98	1.06
10	16	144	42/102	160	111	16	71	47/24	87	108	1.25	1.45
11	18	163	63/100	181	123	13	100	52/48	113	110	0.98	1.55

Average	18.9	167.7	69/98.7	186.6	120.9	16.4	80.4	41.5/38.8	96.7	116.1	1.3	1.4
Total	208	1845	759/1086	2053	1329.4	180	884	457/427	1064	1275	1.21	1.44

Inter-marker distances for the full map is not reported as such estimates might be ambiguous due to the low support for order

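Both classes of framework SFPs were found in the 68 trees, with some genes changing class. The copy of Additional file 2 lists 400 SFPs as BC and 372 as F2. Phospholipase D alpha (CL512Contig1) and the vacuolar sorting protein CL3306Contig1 are examples that segregated 1:1 here, and the kinetochore protein (PE-XY-001&&MG-061&&B07) and the 60S ribosomal protein L11 (CL502Contig1; 9.64 ± 0.56, n = 45, and 6.52 ± 0.14, n = 23, SD) of ones that segregated 3:1. Of the BC SFPs, 368 passed the chi-square test for 1:1 and 14 for 3:1, and 332 passed the normal deviate step. Of the F2 SFPs, 255 passed for 3:1 and 85 for 1:1, and 278 passed the normal deviate step. The high signal was in the larger cluster for 330 of the 372 F2 SFPs and for 131 of the 400 BC SFPs. The median gap was 0.79 for BC and 1.16 for F2 SFPs on the log2 scale.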

From the total number of SFPs mapped in the framework map, 457 segregated in a 1:1 ratio, and 427 in a 3:1 ratio, identified by the acronym BC and F2, respectively. Although no statistical test for clustering was carried out, markers seemed evenly distributed along the linkage groups with no obvious clustering except for some cases on the edge of linkage groups,. Some linkage groups (*e.g. *LG 6 and LG 8) had more genes mapped than others (*e.g. *LG 7) (Table 2). 

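Linkage group 6 carried a mitochondrial serine hydroxymethyltransferase of folate metabolism (CL323Contig1, 71.4 cM), with 9.10 ± 0.55 (SD, n = 53) and 6.54 ± 0.21 (SD, n = 15), and a wound-induced protein (CL3251Contig1, 101 cM), with 8.77 ± 0.54 (SD, n = 33) and 6.67 ± 0.49 (SD, n = 35). Prolyl 4-hydroxylase alpha (CL1868Contig1, 52.8 cM) and the dormancy/auxin associated protein CL1082Contig1 (29.7 cM) lay on linkage group 8. On linkage group 7 were a phosphatidylinositol/phosphatidylcholine transfer protein (CL1110Contig1, 35.8 cM), with 9.44 ± 0.41 (SD, n = 39) and 6.65 ± 0.25 (SD, n = 29), and the nuclear transcription factor Y subunit A (GR-XY-006&&RS-005&&C10, 16.7 cM). The selected SFPs linked at LOD 7 to a listed SFP numbered 206 for linkage group 6, 192 for linkage group 8 and 74 for linkage group 7. The copy of Additional file 2 held here, which lacks part of the table, lists 102, 120 and 35 SFPs on these groups. Per 10 cM between the first and last listed SFP this is 7.53 on linkage group 6, 8.97 on linkage group 8 and 4.54 on linkage group 7, against 6.69 over linkage groups 1 to 10. The 884 framework SFPs of the paper's Table 2 were not spread over the 11 groups in proportion to the framework lengths given there (chi-square 46.3, 10 degrees of freedom, p = 1.3e-06).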

The SFP/microsatellite framework map had an average density of 1.2 cM with 97.5% of the intermarker distances smaller than 5 cM. For only five of the 1,053 intervals the distance was greater than 10 cM, with a maximum of 12.3 cM. Even though the number of mapped markers increased more than five times when compared to the microsatellite-only map, the total genetic length was estimated at 1,275 cM (Table 2) which is within the expected range for *Eucalyptus *[25].

To evaluate the relative contribution of each class of SFP (1:1 and 3:1) to the quality of the genetic map, two separate maps were constructed including microsatellites and either SFPs segregating 1:1 or 3:1. The map that includes only the SFPs segregating 1:1 decreased overall map quality, as illustrated by the expansion of total map length to 1,845 cM based on the generally adopted premise that a shorter map is the most likely hypothesis to explain the data (Table 3). Conversely, the length of the genetic map remained similar (1,130 cM) when only the SFPs segregating 3:1 were included. Thus the detection and use of SFPs segregating 3:1 not only increases the total number of detectable SFPs and consequently mappable genes, but also contributes to a higher quality map possibly due to their role as providers of allelic bridges when linked in coupling.

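With SFPs segregating 3:1 added, some sets that 1:1 SFPs left apart were joined. A set holds all SFPs connected through pairs at LOD 7, so added SFPs of any kind can join sets but never split one. No equal number of other SFPs was added for comparison, so the joining does not show a property of 3:1 SFPs. In the counts per set, listed SFPs are those in the copy of Additional file 1 or of Additional file 2. The copy of Additional file 1 holds 874 of 2,042 lines, so these counts are not comparable between linkage groups. On linkage group 5, 1:1 SFPs alone gave separate linked sets with 40 and 13 listed SFPs, and all SFPs together placed 92 in 1 set. Among the 3:1 SFPs of this group were a gene whose best hit is a chain in the structure of the TIR1 ubiquitin ligase of auxin perception (CL1987Contig1, 84.7 cM), with 8.29 ± 0.50 (SD, n = 47) and 6.82 ± 0.23 (SD, n = 21), which was linked to a Skp1 homolog at 87.7 cM (LOD 13.6), and a TIR-NBS-LRR resistance protein (GR-PU-003&&MG-035&&B09), whose listed probe lies at 47.9 cM. On linkage group 6, 1:1 SFPs alone gave 4 sets with 13, 11, 8 and 3 listed SFPs, and all SFPs gave sets with 48 and 22. On linkage group 4, which carries the 3:1 SFP of the 60S ribosomal protein L24 (CL79Contig1, 40.5 cM; 9.36 ± 0.65, n = 48, and 6.56 ± 0.22, n = 20, SD), listed SFPs stayed in separate sets of 38 and 21. In all, 20 SFPs segregating 3:1 with the high signal in the larger cluster were linked to 2 or more separate 1:1 sets. With sets of at least 10 SFPs counted, 1:1 SFPs alone formed 18 sets holding up to 389 SFPs, 3:1 SFPs alone formed 18 and all SFPs formed 12. The largest 3:1 sets, with 299 and 123 SFPs, 287 and 123 of them with the high signal in the smaller cluster, held no listed SFP. The largest of the 12 held 1,301 SFPs, with 115 listed on linkage group 1 and 58 on linkage group 10, and the next held 423, with 114 on linkage group 2 and 82 on linkage group 8. Linkage groups 2 and 8 were also joined by 1:1 SFPs alone, in a set with 57 and 42 listed SFPs. The largest set held from 111 SFPs under the stricter normal deviate to 2,817 with median scaling. Map length was not computed, since the microsatellite genotypes are not in the files.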

**Table 3:** Comparative mapping statistics using microsatellites and SFPs with pseudo-testcross (1:1 only) segregation, F2 type (3:1) segregation or both

Linkage Group	Only 1:1		Only 3:1		Both	
	# markers	Length (cM)	# markers	Length (cM)	# markers	Length (cM)
1	45	146	66	92	86	102
2	73	168	70	136	102	140
3	78	208	44	87	107	134
4	59	151	40	67	71	103
5	59	244	63	122	84	124
6	87	197	98	125	138	136
7	39	98	42	109	51	98
8	84	149	81	116	134	134
9	66	138	61	87	91	88
10	73	182	48	88	87	108
11	75	164	66	101	113	110
**Total**	**738**	**1845**	**679**	**1130**	**1064**	**1275**

### Early SFP detection using a mixed-model analysis of variance

The signal intensity data of the 28 individuals of the SFP discovery set was analyzed by a mixed-model ANOVA using the full probe-set for each gene separately to evaluate the correspondence between the putative SFPs detected based on this procedure with those that were linkage mapped by the standard procedure adopted of SFP selection, genotyping and mapping (Figure 1). After correcting the significance threshold of the F tests for multiple testing (false discovery rate < 0.005; *p *< 0.0022), 4,648 genes had significant genotype by probe interaction, corresponding to a putative SFP,. These 4,684 genes, all of them also included in the set of genes represented on the SFP-mapping microarray, encompassed 1,603 of the 1,845 (87%) that were mapped with lower confidence for marker order and 811 of the 884 (92%) that were framework mapped by the standard SFP mapping procedure (Table 4). Specific candidate SFP probes within probe-sets were then searched using the *k-*means clustering analysis and chi square segregation test for Mendelian proportions. A total of 10,127 probes, representing 4,251 genes, were selected in this analysis. This set included probes for 1,564 of the 1,845 genes (85%) that were mapped at a relaxed ordering threshold and 797 of the 884 (90%) that were framework mapped by the standard procedure (Table 4). These results indicate that by testing each probe-set separately for probes that interact with genotypes, instead of 43,777 probes, only 10,127 would have been necessary on the SFP-mapping array to map close to 90% of the genes that were eventually mapped.

**Table 4:** Results of the mixed-model analysis of variance (ANOVA) to identify SFPs.

Description	SFP-detection by conventional linkage mapping	SFP-detection by ANOVA at the probe-set level*	SFP-detection by ANOVA at the probe level*
# probes on SFP-discovery array	103000	103000	103000
# Genes represented on SFP-discovery array	20726	20726	20726
# Genes selected for SFP-mapping step	15698	4648 (100%)	4251 (100%)
# Probes selected for SFP-mapping step	43777	-	10127 (100%)
# Genes mapped (relaxed marker order)	1845	1603 (87%)	1564 (85%)
# Genes mapped (framework marker order)	884	811 (92%)	797 (90%)

Efficiency in detecting mappable SFP at the gene level (probe-set) and probe level by the ANOVA in comparison to the conventional linkage mapping approach

* In parentheses are indicated the percentage of genes or probes in common with those mapped by conventional linkage mapping considered as the benchmark approach

### Impact of the number of probes per probe-set on SFP detection

A total of 762 out of the 16,549 (4.6%) genes for which five probes were used in the probe-set had at least one SFP discovered and were ultimately mapped. In contrast, for the 1,308 genes for which 10 probes were used, the efficiency was almost doubled, with 103 probes eventually mapping, an increase to 7.9% A chi-square test of homogeneity with Yates correction confirmed this difference to be highly significant (χ^2^_d.f. = 1 _= 27.4, *P *< 0.00001) (Table 5).

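Unigenes with 10 probes in the discovery probe-set yielded an SFP more often than those with 5. Of 16,549 unigenes with 5 probes, 3,352 (20.3%) had a selected SFP, and of 1,308 unigenes with 10 probes, 401 (30.7%) did. The ratio of the shares was 1.51 (chi-square test of homogeneity with Yates correction, p = 8.4e-19). For SFPs linked at LOD 7, the shares were 14.1% (2,338 unigenes) and 20.9% (274 unigenes), a ratio of 1.48 (chi-square p = 2.4e-11). Among unigenes that kept a probe on the mapping array, 25.4% of 13,184 and 33.1% of 1,211 had an SFP, a ratio of 1.30 (chi-square p = 6.7e-09). Probe-set sizes were read from the 103,000 probes of the large-format arrays.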

**Table 5:** Chi-square contingency test for the effect of the number of probes used in the probe-set on the likelihood of mapping the corresponding gene by SFP detection (χ^2^_d.f. = 1 _= 27.4, *P *< 0.00001)

	# probes		
**# Genes**	***5***	***10***	

*Not mapped*	15787	1205	16992
*Mapped*	762 (4.6%)	103 (7.9%)	865*

	16549	1308	

*The total number of mapped SFPs used in the test (865) is lower than the total of SFP mapped (884) because numbers of probes different from 5 or 10 were used for some genes and these were removed from this analysis.

### SFP validation on the *Eucalyptus *draft genome

The linkage relationship of SFPs to microsatellites was validated by using the 4.5X draft genome sequence of *E. grandis*. The location of 64 mapped microsatellites on the supercontigs was confidently determined using WU-BLAST and served to anchor supercontigs to linkage groups. Probes corresponding to 82 of the 884 SFPs were mapped to scaffolds that contained one or more of the 64 anchor mapped microsatellites. The remaining SFP probes mapped to supercontigs, but these were not anchored by any of the 64 microsatellites. Of these 82 SFPs, only 11 were not genetically mapped to the same linkage group as the associated microsatellite, suggesting that they are *trans*-regulated GEMs (Gene Expression Markers). For the remaining 71 SFP's (87%) probes and microsatellites were correctly anchored to the same linkage group located within a 6 cM distance, on average, on the genetic map. Some of these probes could represent *cis*-regulated GEMs instead of SFPs, but mapping of multiple probes within a probe-set to the same genetic position would have been expected in that case. Instead, probe-sets with multiple probes (>2) showing Mendelian segregation were only observed for 66 out of the 884 genes positioned on the framework map.

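The other probes of a unigene often moved with its SFP. The Ran binding protein (CL594Contig1), the wound-induced protein CL3251Contig1 and a pentatricopeptide repeat-containing protein (PE-XY-001&&MG-004&&F03) each had 3 SFP probes. The tubulin alpha-5 chain (CL1108Contig1) and prolyl 4-hydroxylase alpha (CL1868Contig1) each had 1. More than 2 SFP probes were found for 249 unigenes (6.4% of those with an SFP), and for 69 of the 772 genes of the framework map in the copy of Additional file 2. Of these 772 genes, 269 had 2 or more SFP probes, and 622 had more than 2 probes that passed the chi-square test alone, a step that normal noise with a single mode passed for 40,129 of 43,777 simulated probes. Of 1,749 pairs of SFP probes of 1 unigene, 88.9% separated the trees in the same direction. Trees were then split by the calls of repetition 1, and the other probes of the unigene above the negative controls were read in repetition 2. Around the listed framework SFPs, 67.9% of 672 other probes were higher in the high cluster, by a median of 0.12 on the log2 scale, against a median gap of 1.07 of the SFPs themselves. Around 1:1 SFPs it was 82.7% of 2,087 (median 0.28), around 3:1 SFPs with the high signal in the larger cluster 74.1% of 642 (median 0.18), and around 3:1 SFPs with the high signal in the smaller cluster 95.9% of 869 (median 0.66). With trees mispaired within their slide, in 46 trees with all samples on 1 slide, the shares averaged 50.5% for listed framework SFPs, 52.2% for 1:1 SFPs, 51.1% for 3:1 SFPs with the larger cluster high and 61.1% for those with the larger cluster low, and were at most 55.2%, 54.6%, 58.3% and 63.9% in 100 mispairings. The number of unigenes with more than 2 SFP probes was 34 under the stricter normal deviate, 88 with slide means removed, 89 without dim probes, 112 with at most 5% missing calls and 164 without repetition 2, and rose to 485 with the processed signal and 507 with a normal mixture. The paper reasons that a cis-regulated gene expression marker would place several probes of a probe-set at the same genetic position, and sets against this the few framework genes with more than 2 segregating probes.

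**Figure D3:**
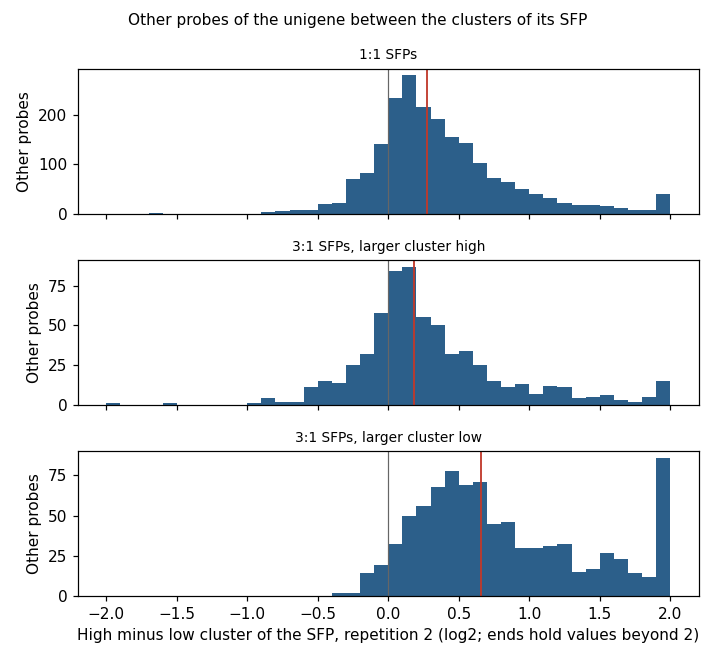
Histograms of the difference in log2 signal between high and low cluster for the other probes of the unigene, for 1:1 SFPs, 3:1 SFPs with the larger cluster high and 3:1 SFPs with the larger cluster low; red lines are medians (0.28, 0.18 and 0.66). Most differences in each panel lie above 0.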

## Discussion

### Microarray-based SFP genotyping is an accessible approach for gene mapping

In this work, large numbers of SFP displaying Mendelian behavior were readily detected using short (25-mer) oligonucleotide probe arrays in a complex, highly heterozygous plant genome. These SFPs, in turn, allowed the construction of a gene-enriched linkage map providing valuable positional information for hundreds of transcribed genes. The 103,000-probe SFP-discovery oligonucleotide array used in this study was built from a relatively small EST data set for current standards: 88,000 phred-20 filtered 5'-Sanger-sequenced ESTs assembled in 21,428 unique sequences. Currently, much larger and more diverse EST datasets can be rapidly generated at a fraction of the cost using next-generation sequencing technologies as demonstrated for uncharacterized plant genomes including *Eucalyptus *[26,27]. Several millions of ESTs can be generated from pooled samples of RNA for a couple of thousand US dollars providing a very rich source of sequence information to design a similar or much higher density oligonucleotide array. Costs of custom-made high-density microarrays have also dropped significantly and different formats and probe densities are available allowing optimized designs of experiments with multiple samples. By using a two-step SFP discovery and mapping approach combined with selective mapping, one can envisage the construction of a high-density linkage map with thousands of genes for less than 10,000 US dollars. SFP-based gene mapping should therefore prove a very accessible and valuable experimental approach for several plant species.

Recently, a high density Diversity Arrays Technology (DArT) microarray for genome-wide genotyping has been developed for *Eucalyptus *providing over 4,000 polymorphic markers at the population level and an average of 2,211 segregating polymorphic markers per pedigree [28]. When compared to the DArT technology, SFP requires RNA preparation and has a slightly higher cost, while DArT uses DNA and a clever genome complexity reduction method. Nevertheless SFPs have a clear advantage when it comes to specifically mapping genes. The microarray probe design is based on previously known and possibly annotated gene sequences while probes for a DArT array are predetermined and only about 35% of them correspond to coding regions (C. Petroli, unpublished). These two technologies should therefore be considered as highly complementary and distinctively valuable depending on the objectives of the experiment and envisaged downstream applications of the results.

Mapping genes by SFP discovery and linkage analysis would compare well cost-wise to gene mapping by the currently used SNP genotyping platforms, although SNP genotyping costs are rapidly falling. SNP development also requires a transcriptome or sequence database analogous to the one used for SFP probe design. Although targeted single-base assays do require a deeper sequence coverage to adequately select polymorphic SNPs in silico, sequencing costs have dropped drastically so that no major difference in cost between SFP and SNP would happen there. On the other hand, upfront development costs are necessary to screen SNP markers for robustness of the assay and informative polymorphism in a single pedigree. In a recent SNP development study only about 230 out of 768 SNPs (30%) assayed in transcribed genes by the Golden Gate technology segregated and mapped in the exact same mapping population used in this SFP study (D. Grattapaglia submitted). Similar yields of polymorphic segregating SNPs have been found when mapping SNPs in other forest trees without any prior selection of polymorphic SNPs between the parents [10,29]. Given the costs of SNP genotyping on current Illumina chip platforms, the cost of SNP-based mapping the same number of genes mapped by SFPs in this study would be approximately 50% higher. It is important to point out, however, that SFP would not be the method of choice when the same markers have to be assayed repeatedly such as in downstream QTL, association mapping or molecular breeding applications. In such cases optimized SNP platforms would be more adequate. Finally, recent developments in genotyping-by-sequencing methods in plants might soon radically change this scenario by providing orders of magnitude more markers for orders of magnitude lower costs, i.e. tens of thousands of markers for tens of dollars [30,31].

### Pseudo-testcross candidate SFP probe screening increases gene mapping efficiency

SFP discovery and mapping benefited from two key experimental approaches frequently used in linkage mapping studies: pseudo-testcross marker screening [32] and selective mapping [33]. In addition, the flexibility of custom designing oligonucleotide arrays allowed a cost-efficient transition between the SFP-discovery and SFP-mapping steps. Screening for polymorphic SFPs in species for which inbred lines are available have typically relied on comparison of signal intensity between parental lines [21,22,34]. In highly heterozygous species, on the other hand, as SFPs are dominant markers, discovery and mapping SFPs becomes significantly more efficient if parents and a small set of progeny individuals are genotyped to reveal pseudo-testcross segregating markers as originally shown with the RAPD technology [32]. In our experiment the parents were not available. However we used 28 individuals and a cut-off of at least four individuals displaying signal intensity above background to declare a putatively segregating SFP in the SFP-discovery step. Only eight progeny individuals would have sufficed to screen for putatively 1:1 segregating SFP with >99% probability (by the binomial distribution). However by using a larger set of progeny individuals we were also able to target SFPs segregating 3:1 increasing the number of mappable genes and improving the quality of the final linkage map, possibly due to their role as locus bridges and to the fact that most of them were positioned at small distances from other markers therefore providing similar information content for linkage as the 1:1 backcross markers [35]. SFPs segregating 3:1 could potentially be further tested for a 1:2:1 segregation ratio if evidences existed for differential hybridization and detection of the two alleles. Although some SFPs apparently followed such a behavior, we did not attempt to resolve these cases because the putative clusters would be too close to each other therefore resulting in an unacceptable separation statistics and therefore an excessive number of missing data. By genotyping the parents and using them as references for heterozygous genotypes, together with alternative statistical methods, it might be possible to consistently call at least some SFPs in a co-dominant fashion.

Drost et al. [24] pioneered SFPs mapping in a highly heterozygous genomes. They selected candidate SFPs for mapping by comparing signal intensity between the two heterozygous parents of an interspecific *Populus *pedigree using 60-mer oligonucleotide probes. Longer probes were used in an attempt to satisfy a second objective of identifying optimal probes to map GEMs (Gene Expression Markers) and measure gene expression in the progeny. From a total of 384,287 probes designed for 55,793 gene models obtained from the genome sequence, screening resulted in one candidate SFP probe for 12,084 genes. Later, in the mapping phase, only 2,898 SFP probes (0.75%) fitted 1:1 Mendelian expectations and a limited final number of 324 SFPs were mapped. Using only the parents for SFP screening not only ruled out the possibility of selecting SFPs segregating 3:1 but also led to the selection of several candidate SFPs that, in spite of being polymorphic between the two parents, did not segregate in the mapping population. In addition, the use of longer probes, although allowed the identification of 117 GEMs, likely reduced the power to detect SFPs.

In our study we focused exclusively on mapping SFPs over Gene Expression Markers (GEM) and thus used shorter 25-mer probes. An initial set of 103,000 probes for 20,726 genes derived from ESTs was used and 43,777 were selected in the pseudo-testcross SFP-discovery step. This initial screening for SFPs using the progeny, resulted in a much larger proportion of candidate SFP probes (28,304; 27.5%) surviving after testing for Mendelian expectations and 1,845 SFPs were eventually mapped (Table 1). Although comparisons with the *Populus *study are not straightforward due to differences in species, level of polymorphism, gene prediction and especially probe length, these results suggest that screening for SFPs using not only the parents but also the progeny is a better approach to be considered for future SFP mapping experiments.

### The highest density transcript linkage map for a forest tree

To the best of our knowledge our *Eucalyptus *1,845 gene map is the most highly enriched map for transcriptional information for any forest tree species to date. As for the vast majority of plant species, linkage maps for forest trees including *Eucalyptus *have rarely included transcriptional information. Preference has been for more accessible and polymorphic markers such as microsatellites, RAPD, AFLPs and more recently SNPs [36]. In *Populus*, the most gene-dense linkage maps reported had 324 genes mapped by SFPs [24] or 307 unique genes mapped by SNPs [37]. In Oak (*Quercus robur*) 256 transcribed genes were mapped by exploiting microsatellites mined in their sequences [38]. In loblolly pine, a linkage map with 1,635 SNPs representing 1,200 genes was recently published [11], while in white and black spruce (*Picea glauca *and *P. mariana*) 348 genes were mapped using SNP markers [10]. *Eucalyptus *gene mapping effort to date positioned 31 cambium-specific expressed sequence tags (ESTs) and 14 known function genes in a *E. globulus *pedigree using RFLP [39] and eight lignification genes using SSCP [40]. Microsatellites derived from ESTs have been developed for Eucalyptus [41,42] and over 100 of them have been recently mapped (D. Faria, unpublished) although throughput is clearly unacceptable to map large numbers of genes. In our study, SFP detection and mapping was done on a segregating population derived from an interspecific cross between two elite genotypes of *E. urophylla *and *E. grandis*. Both species are highly heterozygous as revealed by microsatellite surveys [25]. High levels of nucleotide sequence diversity have been reported for *E. grandis *(~1%) [26] and even higher when a larger sampling was carried out in *E. camaldulensis *(3-5%) [43]. We predict that equivalent SFP and gene mapping efficiencies will be attainable in other *Eucalyptus *species and pedigrees given the generally high levels of nucleotide diversity seen in species of this genus. Genes revealing SPFs are likely to be more variable at the DNA sequence level. Perhaps these genes are less constrained by selection or, in the present case, display a higher level of inter specific differentiation given the hybrid nature of the cross. Although speculative at this point, there may be some evolutionary significance associated with the detection of SFPs and consequently with the genes mapped by this method. Gene-rich linkage maps of SFP markers can therefore provide an excellent framework to carry out genus wide high-density comparative mapping in *Eucalyptus *and related genera in the Myrtaceae and possibly derive some appealing evolutionary hypotheses.

The 1,845 transcribed gene map reported in this study represents a significant improvement beyond the number of genes previously positioned on *Eucalyptus *genetic maps. To generate preliminary functional annotation of the 1,845 genes mapped, we employed Gene Ontology (GO) mapping using Blast2GO (B2G) [44]. This automated tool designed for non-model species extracts and maps GO terms to the sequences to generate candidate annotations. This was done using a locally installed instance of B2G using the output of a blastx against GeneBank (e-20) as starting point. A total of 1,068 unigenes had a significant blast hit and, from these, B2G annotated GO terms to 984 genes and 868 genes had annotation ultimately mapped after applying B2G default filters. Details of this annotation for both the full and framework maps are available in Additional files 1 and 2, respectively. An improved annotation of these mapped genes will have to wait for the annotated version of the *Eucalyptus grandis *genome.

Nevertheless, this gene map not only offers a coarse first glance at the still undefined gene space in *Eucalyptus*, but also provides a useful resource for improving the assembly of the *E. grandis *genome, currently in progress [45,46]. In poplar, even a relatively modest 324 SFP map allowed localizing over 35 million base pairs of previously unplaced whole-genome shotgun (WGS) scaffold sequence to putative locations in the genome of *Populus trichocarpa *[24]. Out of the 1,845 genes successfully mapped, 884 of them were positioned with high likelihood support for gene order (Table 2). Robust marker ordering for all 1,845 genes, if desired, could be obtained by increasing the number of progeny individuals by selective mapping. The 961 genes (1,845-884 = 961) mapped with a relaxed order support are somewhat equivalent to bin mapped markers, i.e. markers that are assigned to specific map segments (bins) typically using less than 20 individuals and loosely assigning them to map bins [33,47-50]. A much higher mapping precision than bin-mapping was attained in our study, however, by using 68 individuals chosen by selective mapping plus the 28 used in the SFP screening step. Possibly several hundreds more SFPs and corresponding genes that were left out in the linkage and ordering analysis could be assigned to linkage groups by using such a coarse bin-mapping approach to provide approximate positions. Bin-mapping using only 20 individuals or less would be a very appealing approach to map large numbers of genes by SFP genotyping in the vast majority of species that suffer from limited resources providing an initial sense of the gene space and candidate positional genes for further genomics undertakings.

### SFP detection and mapping is improved by using larger probe-sets and ANOVA based SFP-discovery

Our results showed that two procedures improve the overall efficiency of SFP detection and mapping. The first one is to use a mixed-model ANOVA on the raw signal intensity data of the SFP discovery set data to analyze the full probe-set for each gene in a separate model. A retrospective analysis of the discovery set data showed that this approach allows early detection of high quality SFPs and, thus, could reduce experimental costs by optimizing the selection of probes to populate the final SFP-mapping array (Figure 1). Had we used this additional analytical procedure on the discovery set data early on, we would have successfully detected informative probe-sets and specific probes within probe-sets for the vast majority of the genes that were eventually mapped by conventional linkage mapping. Instead of using probe-sets for 15,698 genes in the SFP-mapping array, only 4,684 genes that showed a significant genotype by probe-set interaction would have been represented on the array. Furthermore, instead of 43,777 probes, only 10,127 would have been used on the final SFP-mapping array, significantly reducing overall experimental costs while keeping a very similar final gene mapping efficiency (Table 4).

The second procedure that improves SFP detection and mapping is to use a large number of probes per probe-set. On average, five unique non-overlapping 25-mer probes were designed and used to represent each unigene on the microarray. However, for a subset of 1,308 genes a probe-set of 10 probes was used to assess the impact of using a larger number of probes on the likelihood of detecting a mappable SFP. Considering a similar mutation rate along the coding region, we anticipated that doubling the number of screened probes would result in an equally proportional increase in the detection of probes with SFPs. An almost two-fold increase from 4.6% to 7.9% was observed and highly significant (Table 5). Using more probes per unigene does result in a significantly increased likelihood of discovering a segregating SFP that will allow mapping the corresponding gene. This result is relevant when considering mapping specific genes using SFP markers. In such a scenario, the recommendation would be to design the largest possible number of non-overlapping probes so as to scan the whole extension of the target gene for detectable sequence polymorphisms. This approach would be particularly useful to map a large number of putative candidate genes in an attempt to co-localize such genes and mapped QTLs for species that still lack a reference genome sequence.

### A protocol to optimize gene mapping by SFP genotyping

Results of our study allow us to propose an experimental procedure to build high-density transcript linkage maps in less characterized plant species with no reference genome yet available with a concurrent objective of reducing microarray synthesis and hybridization costs: (1) a large EST collection of several tens of millions of reads is quickly constructed at a relatively low cost by pooling and sequencing RNA samples from several different individuals and tissues using next generation sequencing technologies; (2) a high-density microarray with large numbers (10 or more) of probes for each one of all available unique genes identified in the EST database is designed to be used as a SFP-discovery array; if particular genes are targeted for mapping, the number of probes designed for them should be maximized; (3) RNA from the two parents and sixteen offspring individuals of a mapping population is hybridized to this SFP-discovery array; candidate SFP probes within probe-sets interacting with genotypes, representing genes with a significant expression signal difference between the parents and/or segregating in the progeny are identified by a combined ANOVA and clustering analysis (both segregation ratios - 1:1 or 3:1 - can be initially detected with 16 individuals with a probability > 99%); selected probes are then used to populate a SFP-mapping array; (4) RNA from a larger progeny set of a few tens of individuals (depending on resource availability), drawn from a larger mapping population using selective mapping is used for final SFP genotyping, segregation analysis and linkage mapping using the SFP-mapping array. The efficiency of this protocol can be enhanced by carrying out the above steps in more than one pedigree simultaneously, thus increasing the probability of detecting segregating SFPs for a larger number of genes and eventually mapping them.

## Conclusions

Our study shows that starting from a relatively modest EST resource, SFP discovery and mapping using high-density oligonucleotide arrays is a powerful approach to quickly position several hundreds or thousands of genes on a reference map for any organism. Using this experimental approach in *Eucalyptus *we generated the most highly enriched map for transcriptional information for any forest tree species to date with 1,845 genes. The large number of genes mapped by SFP detection provides useful information for several genomic applications and offers a preliminary glimpse at the *Eucalyptus *gene space. Gene-rich maps represent a useful resource for comparative genomics and gene discovery for plant and animal species for which reference genomes are still to come. When used in combination with QTL and association mapping data, the co-localization of mapped genes with high resolution QTL mapping data could rapidly lead to positional candidate genes for which specific SNPs could be developed and used in association genetics studies. Additionally, gene mapping information could increase the relative weight of specific gene-rich regions in predictive Genomic Selection models to assist forest tree breeding programs for multiple complex quantitative traits [51]. Finally, gene-rich high-density linkage maps will be especially valuable when time comes to assemble reference genome sequences, a likely task for several plant and animal species in the very near future.

## Methods

### *Eucalyptus *pedigree and microsatellite map

A mapping population of 188 F_1 _individuals derived from an interspecific cross between *E. urophylla *(genotype U15) and *E. grandis *(genotype G38) planted in a single-tree plot design in the municipality of Guaiba, Brazil (30° 06' 50" S 51° 19' 30" W) was genotyped at 180 microsatellites markers following procedures described elsewhere [52]. An integrated genetic linkage map was generated that followed the marker ordering of the reference map by Brondani et al. [25] with a few additional mapped markers recently described [41,42]. For 28 randomly selected progeny individuals, biological replicates in the form of clonal ramets were available and were used in an initial SFP-discovery step. To optimize subsequent linkage map construction, while keeping microarray synthesis and hybridization cost to a minimum, 68 individuals were selected for SFP genotyping and mapping analysis out of the 188 available, based on the distribution of recombination breakpoints inferred from the microsatellite data set using a selective mapping (also called bin mapping) approach implemented in MapPop 1.0 [53]. Selective mapping was carried out for each parental map separately. From the 68 individuals selected from each parental map data, 41 overlapped between the two selected data sets and the others were selected among the remaining individuals to equally represent each parental map.

### Tissue collection, RNA preparation, labeling and microarray hybridization

For the 96 individuals of the segregating population used for SFP mapping, differentiating xylem was collected from actively growing trees at age 4.5 years grown in a common field. Xylem was chosen as it typically holds a wider transcript diversity when compared to other common tissues such as leaves or flowers (G. Pasquali, unpublished), thus potentially increasing the pool of genes sampled. An area of approximately 20 × 10 cm had the bark removed and xylem samples were scraped. Immediately upon collection, tissues were stored in dry ice prior to being lyophilized. Total RNA extracted [54] was treated with RQ1 RNase-free DNase (Promega, Madison, WI, USA), purified in mini-spin columns (RNeasy Plant Mini Kit, Qiagen, Valencia, USA) and the quality was evaluated on agarose gels and for adequate 260/280 nm and 230/260 nm absorbance ratios on a Nanodrop 2000 (Thermo Fisher Scientific, Waltham, MA, USA). The Two-Color Quick Amp Labeling Kit (Agilent Technologies, Santa Clara, CA, USA) was used to synthesize complementary RNA (cRNA) following the manufacturer's protocol, except that reagent volumes were reduced to one-half. All samples yielded enough labeled cRNA for hybridization as recommended by the manufacturer. Samples were hybridized at the Interdisciplinary Center for Biotechnology Research (ICBR) of the University of Florida following Agilent's protocol, except for lowering the hybridization temperature to 55°C. The sequence information for all probes used in the SFP-discovery array is presented (Additional file 3). Expression data for both arrays and all genotypes were deposited in the Gene Expression Omnibus with the superseries GSE24196.

### SFP-discovery microarray experimental design and analysis

A large format microarray was designed with the objective to screen a large set of oligonucleotide probes using a subset of 28 individuals (referred hereafter as the *discovery *set) of the mapping population and to select probes revealing putatively mappable SFPs. These 28 individuals were all progeny individuals and had been clonally propagated to provide biological replication for the microarray analysis. The parents of the mapping population were not available and in fact were not necessary for the pseudo-testcross mapping approach. A loop design [55] was adopted in the SFP-discovery experiment using the discovery set with two biological replicates. Probes were developed based on an expressed sequence tag (EST)-derived unigene set from four *Eucalyptus *species (*E. grandis, E. urophylla, E. globulus, E. pellita*) during the Genolyptus project [56]. A probe-set of ten non-overlapping 25-mer oligonucleotides were initially designed for each of 21,428 unique sequences using the eArray software package (Agilent Technologies). From the 214,218 designed probes, five probes with the most consistent GC content and melting temperature, as well as low probability of cross-hybridization, were selected to represent each unigene. For 2,868 unigenes, fewer than five high-quality probes could be designed, and were all included in the microarray. In addition, ten probes were included for a random subset of 1,308 unigenes. In total the SFP-discovery microarray comprised 103,000 probes representing 20,726 unigenes with a variable number of non-overlapping probes per gene, the majority of them (16,549) represented by five probes. The complete list and detailed information for the probes used in this *Eucalyptus *SFP-discovery microarray is supplied (Additional file 3). Short oligonucleotide probes (25-mer) were used because they are more sensitive to single base mutations or indels than longer probes [57]. Twenty-six negative control probes used in previous studies [1,24] were also included in the microarray. Signal data was processed by log2 transformation, quantile-normalization using the Affy package on R [58] and averaging the signal from the same genotype. Any individual probe was considered not to be representing an expressed mRNA when the signal was below 0.297 relative fluorescence units, which represented 90% of the signals for the 26 negative control probes present on the array. When 25 or more individuals (90%) had their signals below that threshold, the probe was considered not to have a corresponding mRNA expressed. This resulted in 51,661 probes for 16,164 genes. To populate the 44 K genotyping-array we reduced the number of probes by removing those with the lowest mean and standard deviation, resulting in 43,777 probes for 15,698 genes.

### SFP-mapping experimental design and analysis

The microarray used for the full scale progeny genotyping included 43,777 probes representing 15,698 genes selected after the SFP-discovery step, together with 26 negative control probes. A total of (68) F1 progeny individuals were genotyped using the SFP-mapping microarray and data for 28 individuals from the discovery set was retrieved for the same 43,777 probes, totaling 96 individuals. The raw median signal intensity for each probe of all 192 hybridizations (two biological or technical replication per genotype) were log_2 _transformed and quantile-normalized. The averaged normalized data for each of the 96 individuals was used for the simultaneous identification and genotyping of putative SFP using a *k*-means clustering method modified by Drost *et al. *[24] from Luo *et al. *[22]. Briefly, the learning algorithm allocates the signal intensity of each genotype into two distinct clusters on a per-probe basis [24]. Probes segregating in Mendelian ratios (1:1 or 3:1) were identified based on a goodness-of-fit chi-square test at α ≤ 0.05 and those that did not follow this expectation were excluded from further analysis. Finally, based on the mean and standard deviation calculated for each cluster, the probability that the individual assigned to one cluster is not a member of the other was calculated using the modified normal deviate *z_i _*= (*x_i _*- *m_j_*)/*s_j_*, where *x_i _*is the signal intensity of an individual from cluster *i *and *m_j _*and *s_j _*are the mean and standard deviation of the cluster *j *[22]. Individuals with *z_i _*≤ 1.96 have a probability equal to or greater than 5% of belonging to the alternative cluster and, therefore, a greater chance of being ambiguously genotyped. Only probes for which there was less than 10% of missing data were selected for analysis in the full progeny set. Selected probes segregating 1:1 (pseudo-testcross) and 3:1 (dominant markers in F2) received the acronym of BC and F2 reflecting their segregation configurations. In some instances, more than one probe within a probe-set was selected as a candidate SFP for genotyping the mapping population. In those cases, an empirical iterative method was developed to select the best possible probe for the probe-set as follows: (i) the probe with less missing data was selected; (ii) probes revealing F2 segregating SFPs were preferentially selected over BC; and (iii) probes with the greatest gap between cluster means were selected. Clustering analyses were implemented on SAS 9.1 using *Proc Fastclus *and filtering steps were implemented on JMP 7.0 (SAS Institute, Cary, NC, USA).

### Genetic map construction

SFP genotyping information for the 96 individuals was integrated with 180 microsatellites. JoinMap 3.0 [59] was used to construct an integrated map using the following parameters: population type CP; grouping at LOD> 7; recombination fraction ≤ 0.4; ripple value = 1; jump in goodness-of-fit threshold (the normalized difference in goodness-of-fit chi-square before and after adding a locus) = 5; Kosambi mapping function. Marker ordering with Joinmap was carried out by simulated annealing. A complete map with all mapped SFPs was generated using the Round 3 function of Joinmap that fits all grouped markers ignoring the requirements of maximum allowed reduction in goodness-of-fit and therefore has a relaxed marker order support. A map with high likelihood support for gene order, a framework map was built using the Round 2 function of Joinmap that removes markers that contribute to unstable order. Microsatellites anchoring the SFP markers had been previously mapped using both MapMaker and Joinmap and thus provided a reference framework map ordering on which the SFP markers could be robustly mapped.

### SFP-detection using a mixed-model analysis of variance on the discovery set

From the SFP-discovery microarray, log_2 _transformed, quantile-normalized data for the 20,726 unigenes with expression profiled in 28 biologically replicated individuals were analyzed using a mixed-model analysis of variance (ANOVA) as outlined by Wolfinger *et al. *[60] and Rostoks *et al. *[19]. The linear model is:

Where, y_gjk _is the log2, quantile-normalized measurement from the *g*^th ^gene (*g *= 1,..., 20726), *j*^th ^array (*j *= 1,..., 28), and *k*^th ^dye (*k *= 1, 2); μ is the overall experimental mean; *A *is the global main effect for microarrays; *D *is the global main effect for dies, *AD *is the global interaction effect of microarrays and dies, and ε is the residual. Dye was considered a fixed effect whereas microarray and interactions were considered random effects. The residuals from this model (referred as r_gipj_), generated for each probe and genotype, were used as input for a second gene-specific linear model including genotype, probe and genotype by probe-set effects as sources of variation. The model was:

With *G *being the effect of genotype (*i *= 1,..., 28), *P *being the effect of probes (*P *= varies according to gene from 1 to 10), *GP *being the interaction effect of genotypes and probes, and *y *being the random error. Genotype, probe and their interaction were considered as fixed effects, microarray as random effect, and mean and error respectively as fixed and random effects. This model was fit gene-by-gene and, thus, all values were indexed at the gene level. The ANOVAs were implemented in SAS 9.1 (SAS Institute, Cary, NC, USA). F-tests for the genotype by probe interaction effect of each gene were performed and the probabilities were corrected for multiple testing using a modified false-discovery rate [61]. Significance of this test identified genes in which probes within probe-sets behaved differently among genotypes, therefore indicating a candidate segregating SFPs.

### *In silico *validation of SFPs on the *Eucalyptus grandis *draft genome

To validate the linkage relationship of SFPs to microsatellites and verify the occurrence of true SFP as opposed to GEMs (Gene Expression Markers) for the mapped genes, we first located a set of microsatellites with high confidence to the unordered supercontigs of the 4.5X draft of the *Eucalyptus grandis *genome (available at http://eucalyptusdb.bi.up.ac.za) using WU-BLAST [62] with an e-value threshold of e-20. This analysis allowed anchoring sets of supercontigs to linkage groups. Subsequently all probes for the 884 SFPs were tentatively mapped to the supercontigs again using WU-BLAST and same e-value threshold. Validation was based on the observation of the proportion of SFPs that could be mapped to the same supercontig as the microsatellites. SFPs that did not map to the same linkage group were interpreted as being GEMs.

## Authors' contributions

LGN designed the microarray, collected xylem samples and prepared RNA, genotyped the population, analyzed the data, summarized the results and wrote the first version of the manuscript. EMCM constructed the microsatellite linkage map. ACA provided logistic support for sample collection and RNA extractions. MK helped supervise and design the experiments and assisted in data analysis. DG conceived and supervised the study, carried out initial SFP detection experiments, edited and complemented the final version of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Full map with 1,845 SFPs and 208 microsatellites**. Ordered linkage mapping data for the full map built with JoinMap at relaxed ordering threshold involving 1,845 SFPs and 208 microsatellites. Information includes the Unigene ID in the original EST database, Probe_ID, SFP Marker ID, Linkage group, Position in centiMorgan, Probe_sequence, Unigene_sequence, number of probes designed in the probe set, Best BLAST hit against nr, Identity and e-value, annotation description generated using Blast2GO, number of blast hits with e-value equal or greater than -20, mean similarity for these hits, number of GO terms mapped, GOs that were annotated to the gene and enzyme codes generated by the annotation. Click here for file

Additional file 2 **Framework map with 884 SFPs and 180 microsatellites**. Ordered linkage mapping data for the framework map built with JoinMap at high likelhood support for ordering involving 884 SFPs and 180 microsatellites. Information includes the Unigene ID in the original EST database, Probe_ID, SFP Marker ID, Linkage group, Position in centiMorgan, Probe_sequence, Unigene_sequence, number of probes designed in the probe set, Best BLAST hit against nr, Identity and e-value, annotation description generated using Blast2GO, number of blast hits with e-value equal or greater than -20, mean similarity for these hits, number of GO terms mapped, GOs that were annotated to the gene and enzyme codes generated by the annotation. Click here for file

Additional file 3 **Eucalyptus SFP screening 103k-probe array**. List of the 103,000 25-mer oligonucleotide probes designed from 20,726 *Eucalyptus *unigenes and used in the SFP-discovery microarray. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

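Xylem of 68 F1 trees of the E. urophylla × E. grandis cross was profiled in 136 samples on 68 arrays. The authors deposited, for each sample, the scan of its array as a table of spot intensities extracted by Agilent Feature Extraction 10.1.1.1, with the Cy5 and the Cy3 channel side by side. The raw median intensity of the sample's own dye was used, to which the authors had applied no normalization before they deposited it. The deposited processed signal, from which Feature Extraction had subtracted background and removed spatial and dye trends, served as an alternative. The authors' own log2 transformation and quantile normalization, for which their processing notes name affy without a version, are not in the files and were repeated here.

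The labels give the tree, the repetition and the dye of each sample. The repetition number is the dye, Cy5 for repetition 1 and Cy3 for repetition 2, so the number pairs samples only through the dye, and the block on it is a dye term. Of the trees, 67 had both repetitions. Individual 51 had a single hybridization, and for individual 36 all repetitions were averaged. Precision is limited by the number of arrays and by the signal over background given for the samples.

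Spots marked as non-uniform or as population outliers were left out, and saturated spots were kept. Values were log2-transformed, quantile-normalized over all samples and averaged per tree. For each probe the trees were split into 2 clusters by k-means, solved exactly in 1 dimension. The split was tested by chi-square against 1:1 and against 3:1 with the larger cluster as the 3, and a probe passed at a p of 0.05 or more; a probe that passed both was counted as 1:1. A tree was set to missing where its normal deviate from the other cluster was 1.96 or less, and probes with more than 10% missing trees were dropped. For each unigene the probe with the fewest missing calls was selected, then 3:1 over 1:1, then the largest gap between cluster means. Linkage between SFPs of different unigenes was scored as a LOD of independence from the G statistic of the calls, at a threshold of 7, and linked sets of at least 10 SFPs were counted. The position of SFPs on the authors' map and the descriptions of unigenes were read from the copies of Additional files 1 and 2 held here (874 and 939 lines, with 1,168 and 107 lines left out), and the descriptions are best hits in other species.

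The tree effect was tested per probe with limma 3.58.1 under R 4.3.3, as a moderated F test with tree as the factor and Benjamini-Hochberg adjustment below 0.05. Other steps ran under Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Shares in 3:1 SFPs were tested with an exact binomial test, probe-set sizes with a Yates-corrected chi-square test, the numbers of framework SFPs in Table 2 against the lengths there with a chi-square test, and framework partners by 10,000 shuffles of the linkage groups. The named genes were, for each class, the 10 selected SFPs with the largest gap among those with a description, no missing call and identical calls in both repetitions, and the up to 3 SFPs with the largest gap in each of 14 gene lists. The paper names no gene in its text. Annotations had been seen when this rule and the lists were written, and no signal had. The samples, designs, alternatives, gene lists and named-gene rule were set before the data were examined. Lists were matched by words in descriptions, which placed a succinyl ligase among the cytoskeleton genes, a kinetochore protein among the ubiquitin genes and a xylan endohydrolase among the genes of cellulose and hemicellulose synthesis.

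The steps were tested on simulated data with 43,777 probes. Noise around planted SFPs had the technical spread of a mean of 2 repetitions, with no further differences between trees. Recovery may therefore be lower in the real trees. Of 100 planted 1:1 SFPs, 96, 99 and 100 were recovered in the right class at gaps of 0.5, 1 and 2 on the log2 scale, and of 100 planted 3:1 SFPs 91, 96 and 89. Calls of the recovered SFPs were correct for 99.4% or more, and every strongest partner lay on the simulated linkage group. Of 43,577 noise probes, 2,824 to 2,944 passed all steps. The limma test called all 100 probes planted with a tree SD of 0.25 and all 100 with 0.5, and 17 of 43,577 with no effect. The probe-set test called 3.5% of 200 simulations with equal shares and 100% with a ratio of 1.5.

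The alternatives tried were the processed signal, normexp background correction with an offset of 50, median scaling, loess with Aquantile, dim probes left out, trees on large-format arrays left out, each repetition left out, the repetition labelled 3 of individual 36 left out, dye, slide or array as a block, a k-means started from the extreme trees, a normal mixture, a chi-square threshold of 0.01, a stricter normal deviate, at most 5% missing calls, a LOD of 6 or 8, and the 95th percentile of the negative controls. Frequencies of SFPs in gene lists and the placement of SFPs on chromosomes were not tested, since the copies annotate part of the mapped genes only and no reference genome was at hand. Maps were not rebuilt, since the microsatellite genotypes are not in the files. The 28 trees of the discovery set, the mixed-model analysis and the comparison with the draft genome were not covered.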

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

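The tests of transcript level, of noise of single hybridizations, of noise with a single mode, of the linked set without low-majority or without high-majority 3:1 SFPs, of scan date as the link between the groups and of the slide shared by the repetitions, and the settings of SFPs linked to a listed SFP and of scan-date means removed, were chosen after the results were seen.

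The large-format arrays carry 59,223 probes that are not on the mapping array and that the paper does not use for the mapping set. In all 8 samples on these arrays, 1,123 of them (1.90%) exceeded the 90th percentile of the negative controls. They belong to 816 unigenes, 18 of which are among the 5,028 unigenes left off the mapping array. Of the 43,777 mapping probes, 1,963 (4.48%) exceeded the controls in the same samples. The sample labelled as repetition 3 of individual 36, which the paper does not mention, correlated with the other samples of that tree at r of at least 0.875 across SFP probes, and with samples of other trees at most at 0.364. The SFP probes were chosen on tree means that include this sample.

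Most 3:1 SFPs had the high signal in the smaller cluster, as in the ubiquitin precursor CL1Contig131, a direction that a dominant hybridizing allele at a single locus would not give. The gap of 5.75 in CL1Contig131 is not typical, since the 1,292 selected SFPs of this kind had a median gap of 0.40. Of these 1,292, 24.5% exceeded the negative controls. The direction was the opposite under the stricter normal deviate, where 67.5% had the high signal in the larger cluster, and among SFPs linked to a listed SFP, where 70.9% had. Noise of single hybridizations is argued against as the whole cause, since calls of the repetitions matched in a median of 86.6% of trees for these SFPs, against at most 59.7% after mispairing the trees. These SFPs were chosen on means of the same repetitions, so a part of the match may come from that choice. Mispairing also breaks the sharing of a slide, on which 49 trees had all samples. A slide shared by the repetitions is argued against as the whole cause of the match, since in 46 such trees it was 87.0%, against at most 60.9% after mispairing within the slide. With calls from repetition 1 and values from repetition 2, 95.9% of the 869 other probes of the unigene above the negative controls were higher in the high cluster, which is consistent with differences in transcript level of the whole gene; the share was 82.7% for 1:1 SFPs and 74.1% for 3:1 SFPs with the larger cluster high. In the 46 trees the share was 95.7%, against at most 63.9% after mispairing within the slide. With slide means removed the match over all selected SFPs fell to 79.7% and the 3:1 SFP probes from 2,236 to 1,170. As 49 trees had all samples on 1 slide, slide means also hold differences between trees. No centring on shuffled slides was run, so the drop cannot tell whether calls depend on the slide. Scan date cannot be told apart as a part of the pattern, since calls were associated with it in 18.9% of these SFPs (permutation p under 0.05), between the bounds set for and against it, and in 14.0% of 1:1 SFPs and 7.7% of those with the larger cluster high. Whether transcript levels differed through segregating regulators, the stage of the xylem or the quality of the RNA was not tested.

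Many probes passed the chi-square and normal deviate steps. With the repetitions mispaired between trees, 3,249 probes passed both steps, although such means still hold signals that differ between trees. Normal noise with a single mode gave 2,825 passing probes, 53.7% of the number observed, so a part of the SFP probes may be unimodal. Linkage is not given by such noise, since with calls shuffled over the trees 0 SFPs had a partner at LOD 7. Linked SFPs therefore cannot all be independent noise, while for SFPs without a partner noise stays open. No biological explanation was tested for this pattern, as all trees belong to a single group.

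The largest linked set held SFPs listed on linkage groups 1 and 10, such as alpha-tubulin (CL1242Contig1, linkage group 1) and the Ran binding protein (CL594Contig1, linkage group 10). Listed SFPs of a set are those in the copy of Additional file 1 or of Additional file 2. Low-majority 3:1 SFPs are argued against as the only link, since without them a single set still held at least 57 listed SFPs of each of these groups. High-majority 3:1 SFPs are argued against as the only link too, since without them a set held at least 42 of each. Neither 1:1 SFPs alone nor 3:1 SFPs alone gave a set with listed SFPs of both groups. With each probe centred on its scan-date mean, the largest set held 1,086 SFPs, but it held listed SFPs of linkage groups 1 (101) and 5 (77) and none of linkage group 10, so its size does not bear on the link between groups 1 and 10. No set then joined these groups, and neither did any in 61 of 100 centrings on scan dates shuffled over the trees, so scan date cannot be told apart from the effect of centring itself. No set joined them with slide means removed, where the largest held 400 SFPs, with the processed signal or without trees on large-format arrays, and without repetition 2 the set with both held 1 listed SFP of the smaller group. Slide means also hold differences between trees, and no centring on shuffled slides was run, so the slide stays open. No pair of selected SFPs listed in Additional file 2 on different linkage groups reached LOD 7, so the groups were joined through SFPs outside that list. Chance chains of single linkage and an association of alleles through the choice of trees by selective mapping were not tested and stay open.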

How the results depend on the processing

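The restriction of 3:1 SFPs to those linked to a listed SFP, the linkage without low-majority and without high-majority 3:1 SFPs, the spots marked as outliers kept, individual 51 left out and the scan date as a block were chosen after the data were seen. Of 238 values of the results under alternatives, 198 kept their direction and side of the threshold or stayed within 1.5 times the reported count or 1 SD, 38 moved and 2 reversed. The share of framework SFPs with their partner on the same linkage group (98.1% to 100%) and the ratio of shares for 10 against 5 probes (1.30 to 1.60) kept theirs throughout. Of 950 gaps of the 50 named genes, 871 stayed within 1 SD, and 48 moved with the processed signal and 31 with slide means removed. The gap could not change where only the chi-square threshold, the normal deviate, the missing-call limit or the dim-probe rule differed. Of the 50 named genes, 31 kept their ratio and passed with slide means removed. With median scaling 40 did, under the stricter normal deviate 41 and with the processed signal 44. For the values that follow, the cause was not tested, except that leaving out dim probes or allowing fewer missing calls lowers counts by construction.

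The share of 3:1 SFPs with the high signal in the larger cluster, 24.5%, turned to 67.5% under the stricter normal deviate and to 70.9% among SFPs linked to a listed SFP; elsewhere it was 19.6% to 45.2%. Without dim probes, 7,450 probes passed the chi-square test at 1:1 and 2,727 at 3:1, 1,341 and 874 were SFPs in 1,717 unigenes, 1,381 selected SFPs were linked, 89 unigenes had more than 2 SFP probes, repetitions matched in 92.3% of calls and 11,315 probes had a tree effect. With a normal mixture, 6,005 probes passed at 1:1, 6,080 were 3:1 SFPs, 5,911 unigenes had an SFP and 507 more than 2, and 83.0% of calls matched. With slide means removed, 1,970 and 1,170 SFP probes in 2,599 unigenes, 1,524 linked, 88 unigenes with more than 2 and 79.7% of matching calls were found. Under the stricter normal deviate these were 754, 547, 1,070, 997, 34 and 95.0%, and with at most 5% missing calls 1,665, 1,294, 2,358, 1,805, 112 and 89.5%. The processed signal gave 3,966 3:1 SFPs, 6,037 unigenes and 485 with more than 2. Median scaling gave 83.9% of matching calls. Leaving out each repetition gave 164 to 236 unigenes with more than 2 SFP probes, and the 95th percentile of the negative controls left 2,285 probes above it.

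With the dye as a replicate block, 2,744 selected SFPs were linked and 39,079 probes had a tree effect, no result moved beyond these limits, and 3,833 of the 3,921 selected SFPs were shared. Fewer were shared with slide means removed (1,590), median scaling (2,205), the processed signal (2,932) and normexp background correction (2,949). Leaving out each repetition gave 2,343 and 2,453. The number was 3,052 with loess and Aquantile, 3,471 with a normal mixture and 3,546 without trees on large-format arrays. The match of repetitions and the tree effect cannot be had with 1 repetition, and the matching of gene lists on mean signal was not run, since the lists were not tested. Signal over background limits the calls: 40.2% of the selected SFPs exceeded the negative controls.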

Differences from the paper's values

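The settings named here were all set before the data were examined. The paper's counts rest on 96 trees and those here on the 68 trees in the files, at the paper's thresholds.

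After the chi-square test, 23,134 probes segregated 1:1 here and the paper's count is 12,148. Every alternative gave a count more than 1.5 times higher or lower than the paper's, from 6,005 with a normal mixture and 7,450 without dim probes to 27,585 with median scaling. By collection, the 1:1 counts here and in the paper's Table 1 were 12,487 and the paper's 6,668 for contigs, 1,097 and the paper's 567 for E. urophylla, 4,819 and the paper's 2,445 for E. grandis, 1,913 and the paper's 1,044 for E. globulus, 1,149 and the paper's 550 for E. pellita, and 1,669 and the paper's 874 for mixed species. For contigs the count fell within 1.5 times the paper's only without dim probes (4,914), and for the other collections under no alternative.

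Of SFP probes segregating 3:1, 487 were from E. grandis here against the paper's 735, 92 from E. pellita against the paper's 146, and 144 from mixed species against the paper's 231. All 3 came within 1.5 times with the processed signal (959, 210 and 302), without trees on large-format arrays (604, 117 and 190) and at a chi-square threshold of 0.01 (559, 106 and 165), and those of E. grandis and E. pellita also with loess and Aquantile (492 and 111). Under the other alternatives they did not.

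Here 1,024 unigenes had 2 or more SFP probes, and the paper's number is 255. Only the stricter normal deviate came within 1.5 times (187). The number 255 is at odds with other counts in the paper. Its unigenes with an SFP probe, given for each segregation class, add up to more than its unigenes with an SFP. The excess is larger than 255, and each unigene counted in both classes has at least 2 SFP probes. The difference from 1,024 therefore cannot be attributed to the processing.

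At LOD 7, 1,660 selected 1:1 SFPs were linked here to another SFP, and the paper's number grouped is 1,086. The paper grouped SFPs with microsatellites in JoinMap, and here only links between SFPs were counted. These links are associations of calls, which transcript levels that vary together can also give. The value lay within 1.5 times the paper's with normexp background correction (1,598), without repetition 1 (1,489) or 2 (1,296), with slide means removed (999), without dim probes (844), with k-means started from the extreme trees (1,609), with a normal mixture (1,207), with at most 5% missing calls (1,087) and at LOD 8 (1,509). It did not with the processed signal, median scaling, loess and Aquantile, trees on large-format arrays left out, the repetition labelled 3 of individual 36 left out, the dye block, a chi-square threshold of 0.01, the stricter normal deviate and LOD 6.

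The paper reports more probes segregating 3:1 than 1:1 both after the chi-square test and after the normal deviate step. Here the order was the opposite at both steps, with 13,382 at 3:1 after the chi-square test and, of the SFP probes, 3,029 at 1:1 and 2,236 at 3:1. With a normal mixture the order was that of the paper at both steps (11,916 at 3:1 after the chi-square test, and 2,314 SFP probes at 1:1 against 6,080 at 3:1), and under no other alternative. The framework column of Table 2 is headed with the 3:1 class first, while the paper's text and its list of framework SFPs give the classes the other way round. On linkage group 2, the copy of that list has 35 SFPs coded BC (1:1) and 49 coded F2 (3:1).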

Other observations

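The test of the EST collections in this part was chosen after the result was seen. SFPs were found in housekeeping and defence genes of the xylem that the text has not yet described. Of 26 listed unigenes of the ubiquitin and proteasome system, 24 had a selected SFP, 13 of them segregating 3:1 with the high signal in the larger cluster. A ring-box protein (UR-XY-001&&BA-010&&E03), a subunit of ubiquitin ligases, segregated 1:1 with 9.76 ± 0.28 (SD, n = 40 trees) and 6.34 ± 0.13 (SD, n = 28) on the log2 scale. Of 17 ribosomal proteins, 14 had an SFP, with the largest gaps in the 60S proteins L11 (3.12), P3 (3.01) and L24 (2.80), all at 3:1. Chaperones and stress proteins had an SFP in 10 of 14 unigenes, among them a copper chaperone (CL233Contig1, 9.33 ± 0.58, n = 41, and 7.25 ± 0.44, n = 27, SD) and the small heat shock protein CL1724Contig1 (8.09 ± 0.43, n = 42, and 6.33 ± 0.10, n = 26, SD, with 2 of 52 hybridizations of the low trees well above background).

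Of 10 resistance proteins and receptor kinases, 5 had an SFP. A leucine-rich repeat-containing protein (CL1094Contig1, linkage group 2) had 7.83 ± 0.38 (SD, n = 30) and 6.35 ± 0.16 (SD, n = 38). A brassinosteroid insensitive 1-associated receptor kinase (SP-FX-002&&CN-061&&H05, linkage group 4) was at least 2.3-fold higher in 46 trees than in the other 22. All 4 detoxification enzymes had a 1:1 SFP, including a glutathione S-transferase (CL270Contig1, 8.07 ± 0.65, n = 41, and 6.43 ± 0.36, n = 27, SD). The 1 listed pentatricopeptide repeat protein had a 1:1 SFP with a gap of 0.48, with 1 of 67 hybridizations of the low trees well above background, so that the low mean lies near the background. The 1 listed photosynthesis gene, subunit II of the photosystem I reaction center (CL38Contig1), was high in 17 trees (7.95 ± 0.43) and low in 51 (6.66 ± 0.28). No phloem or bark marker was among the described unigenes. These are counts over the part of the mapped genes that the copies describe, with no test. The paper mapped each listed unigene by an SFP, so the counts show only which were selected again here.

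The share of probes kept as SFPs differed between the EST collections, from 10.5% for mixed species and 10.6% for E. grandis to 13.0% for contigs (chi-square 47.4, 5 degrees of freedom, p = 4.7e-09). Probes of 1 unigene are not independent. Of 6,694 probes whose name marks them as SFP probes, 16.8% were kept, and of 36,987 named as expression probes 11.2%. Of a further 96 probes named SFP2, 9.4% were kept.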
